# ZBP1 (DAI/DLM-1) promotes osteogenic differentiation while inhibiting adipogenic differentiation in mesenchymal stem cells through a positive feedback loop of Wnt/β-catenin signaling

**DOI:** 10.1038/s41413-020-0085-4

**Published:** 2020-03-05

**Authors:** Xuefeng Zhao, Liang Xie, Zhiyong Wang, Jiongke Wang, Hao Xu, Xianglong Han, Ding Bai, Peng Deng

**Keywords:** Bone, Bone quality and biomechanics

## Abstract

The lineage specification of mesenchymal stem/stromal cells (MSCs) is tightly regulated by a wide range of factors. Recently, the versatile functions of ZBP1 (also known as DAI or DLM-1) have been reported in the blood circulation and immune systems. However, the biological function of ZBP1 during the lineage specification of MSCs is still unknown. In the present study, we found that ZBP1 was upregulated during osteogenesis but downregulated during adipogenesis in mouse bone marrow-derived MSCs (mBMSCs). ZBP1 was highly expressed in osteoblasts but expressed at a relatively low level in marrow adipocytes. Knockdown of ZBP1 inhibited alkaline phosphataseactivity, extracellular matrix mineralization, and osteogenesis-related gene expression in vitro and reduced ectopic bone formation in vivo. Knockdown of ZBP1 also promoted adipogenesis in MSCs in vitro. Conversely, the overexpression of ZBP1 increased the osteogenesis but suppressed the adipogenesis of MSCs. When the expression of ZBP1 was rescued, the osteogenic capacity of ZBP1-depleted mBMSCs was restored at both the molecular and phenotypic levels. Furthermore, we demonstrated that ZBP1, a newly identified target of Wnt/β-catenin signaling, was required for β-catenin translocation into nuclei. Collectively, our results indicate that ZBP1 is a novel regulator of bone and fat transdifferentiation via Wnt/β-catenin signaling.

## Introduction

The term Mesenchymal stem or stromal cell (MSC) refers to a group of heterogeneous multipotent stem cells that can self-renew and further differentiate into several cell types, including osteoblasts, chondrocytes, and adipocytes.^1^ They are originally derived from bone marrow and are also relatively easy to obtain from other tissue types, such as adipose tissue and umbilical cord.^2–4^ In recent years, many completed clinical trials using MSCs from bone marrow have shown the efficacy of MSC-based bone regeneration without obvious adverse effects.^5,6^

The process of MSC lineage specification is tightly regulated by many signaling pathways, transcription factors, and epigenetic mechanisms.^7–9^ For instance, the evolutionarily conserved Wnt-signaling pathway has been long known to play essential roles in MSC commitment and differentiation.^10^ Canonical Wnt signaling triggered by the binding of ligands to receptors leads to the phosphorylation of LDL receptor-related protein 5/6 coreceptors, β-catenin stabilization, and subsequent translocation into nuclei. β-Catenin with T-cell factor/lymphoid enhancer factor then promote the downstream gene expression.^11,12^ In regard to osteogenesis, Wnts promote osteoblastic differentiation, proliferation, and mineralization activity.^10,13,14^ Several osteogenesis-related transcription factors are reported to be the direct targets of Wnt/β-catenin signaling, such as Runt-related transcription factor 2 (Runx2) and *osterix* (also known as transcription factor 7, *Sp7*).^15–17^ On the other hand, activation of Wnt/β-catenin signaling also represses the adipogenic and chondrogenic differentiation of MSCs.^18,19^

Z-DNA binding protein 1 (ZBP1) is a member of the Zα family, which comprises two Zα domains at its N-terminus, and ~200 amino acids at its C-terminus.^20^ ZBP1 was initially considered to be a tumor-related protein that is dramatically upregulated in the surrounding tissue in contact with a tumor but not in the tumor tissue itself.^21^ Human *ZBP1* is highly expressed in lymphatic tissues, including the lymph nodes, bone marrow, and spleen,^22^ while the expression of mouse *Zbp1* mRNA has been reported in the lungs, liver, and spleen.^21,23^ *Zbp1* has also been found to be upregulated upon the activation of mouse peritoneal macrophages.^21^ In addition, Takaoka et al. reported that ZBP1 functions as a sensor of DNA from various sources that rapidly activates innate immune responses, during which the C terminus of ZBP1 interact with interferon (IFN) regulatory factor 3 and tank-binding kinase 1 to activate the expression of type I IFN.^24^ A recent study further reported that ZBP1 senses ribonucleoprotein complexes of influenza A viruses and becomes ubiquitinated, which is critical for inducing apoptosis, pyroptosis and necroptosis in infected tissues.^25^

However, the biological function of ZBP1 during the lineage specification of MSCs remains largely elusive. In this study, we found that ZBP1 expression was elevated during the osteogenic differentiation but downregulated during the adipogenic differentiation of MSCs. Through gain- and loss-of-function assays, we revealed that ZBP1 promoted osteogenesis but suppressed adipogenesis in MSCs. Furthermore, ZBP1 is a Wnt/β-catenin target and is required for Wnt signaling.

## Results

### ZBP1 is upregulated during the osteogenic differentiation but downregulated during the adipogenic differentiation of mBMSCs

We first sought to examine the potential role of ZBP1 in MSC osteogenesis. As shown in Fig. 1a, ZBP1 expression was elevated upon osteogenic stimulation in mBMSCs and peaked at day 4 of induction. In contrast, it was dramatically downregulated during the adipogenesis of mBMSCs (Fig. 1b). We then evaluated the expression of ZBP1 in the mouse femurs. The immunostaining of ZBP1 showed that it was highly expressed in macrophages and osteoblasts. ZBP1 was also expressed at a relatively low level in osteocytes and marrow adipocytes (Fig. 1c, d).

**Fig. 1:**
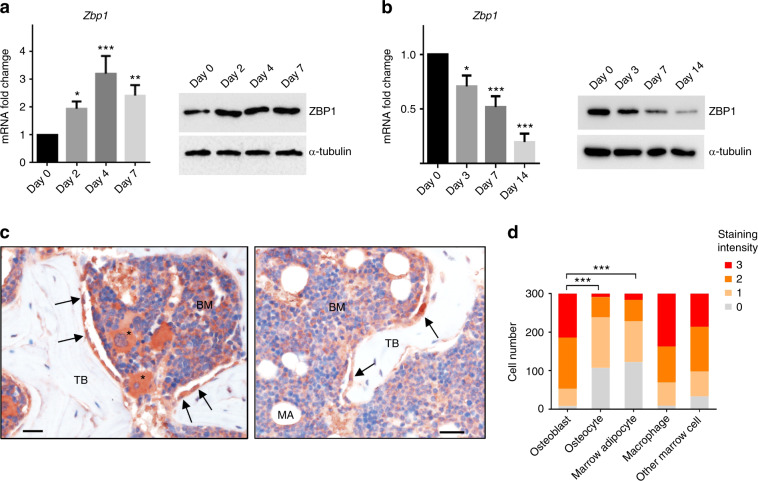
ZBP1 is upregulated during the osteogenic differentiation but downregulated during the adipogenic differentiation of mBMSCs. **a** RT-qPCR analysis and western blot analysis of ZBP1 expression during the osteogenic differentiation of mBMSCs. **b** RT-qPCR analysis and western blot analysis of ZBP1 expression during the adipogenic differentiation of mBMSCs. **c** IHC analysis of ZBP1 expression in the mouse femur. Macrophages (stars); osteoblasts on the trabecular bone surface (black arrows). *n* = 6. Bars indicate 30 μm. BM, bone marrow; TB, trabecular bone; MA, marrow adipocytes. **d** Semiquantitative quantification of ZBP1 immunostaining intensities in osteoblasts, osteocytes, marrow adipocytes, macrophages, and other marrow cells. *P < 0.05; **P < 0.01; ***P < 0.001

### Depletion of ZBP1 suppresses the osteogenic differentiation but promotes the adipogenic differentiation of mBMSCs

Next, two specific siRNAs targeting ZBP1 was used to knock down its expression in mBMSCs (Fig. 2a). While the depletion of ZBP1 slightly inhibited the proliferation of mBMSCs (Fig. S1a), we found that ZBP1 knockdown strongly inhibited the ALP activity of mBMSCs (Fig. 2b). ECM mineralization was also reduced via the ZBP1 depletion (Fig. 2c). The expression of osteogenesis-related genes such as *Runx2, Sp7, integrin-binding sialoprotein (Ibsp)*, and *bone gamma-carboxyglutamate protein (Bglap)* was downregulated in ZBP1-depleted mBMSCs (Fig. 2d). To examine whether ZBP1 is required for in vivo bone formation, mBMSCs were infected with lentiviruses expressing ZBP1 shRNAs (shZBP1) (Fig. S1b) and subcutaneously transplanted with hydroxyapatite/tricalcium phosphate (HA/TCP) scaffolds at dorsal sites in nude mice. As shown in Fig. 2e, ectopic bone formation was inhibited in ZBP1 knowndown group in comparison with the controls. In addition, the knockdown of ZBP1 increased lipid droplet formation and the expression levels of adipogenesis-related genes in mBMSCs, including *CD36, CCAAT enhancer-binding protein alpha, lipoprotein lipase* and *peroxisome proliferator-activated receptor gamma* (Fig. 2f–h).

**Fig. 2:**
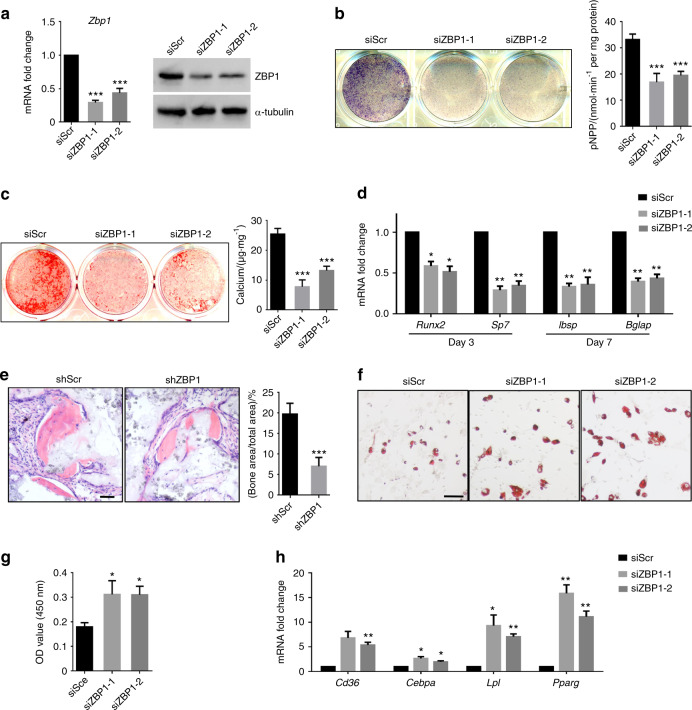
Depletion of ZBP1 suppresses the osteogenic differentiation but promotes the adipogenic differentiation of mBMSCs. **a** The siRNA-mediated depletion of ZBP1 was assessed by RT-qPCR and western blot analysis. **b** ALP activity assays of ZBP1-depleted mBMSCs and control cells after 7 days of osteogenic induction. **c** ARS staining of ZBP1-depleted mBMSCs and control cells after 2 weeks of osteogenic induction. **d** RT-qPCR analysis of osteogenesis-related genes (*Runx2*, *sp7, Ibsp*, and *Bglap*) in ZBP1-depleted mBMSCs and control cells. **e** H&E staining of transplant sections generated from ZBP1-depleted mBMSCs and control cells in HA/TCP scaffolds. Bar, 60 μm. *n* = 6. **f**, **g** Oil Red O staining of ZBP1-depleted mBMSCs and control cells after 3 weeks of adipogenic induction. Bar, 100 μm. **h** RT-qPCR analysis of adipogenic markers (*CD36, Cebpa, Lpl*, and *Pparg*) in ZBP1-depleted mBMSCs and control cells after 7 days of adipogenic induction. *P < 0.05; **P < 0.01; ***P < 0.001

### Overexpression of OvereZBP1 enhances the osteogenic differentiation but inhibits the adipogenic differentiation of mBMSCs

To further examine whether ZBP1 overexpression enhances the osteogenesis, mBMSCs were infected with lentiviruses expressing mouse ZBP1 (Fig. 3a). The ectopic overexpression of ZBP1 significantly increased the ALP activity of mBMSCs in response to osteogenic stimulation (Fig. 3b). Accordingly, ECM mineralization was increased in ZBP1-overexpressing mBMSCs compared with the vector control (Fig. 3c). The overexpression of ZBP1 also increased the expression levels of *Runx2*, *sp7, Ibsp*, and *Bglap* during osteogenesis in mBMSCs (Fig. 3d). Furthermore, ectopic bone formation was increased in ZBP1-overexpressing mBMSCs in comparison with control cells (Fig. 3e). On the other hand, the overexpression of ZBP1 strongly suppressed formation of lipid droplets and the expression of adipogenesis-related genes in mBMSCs (Fig. 3f, g).

**Fig. 3:**
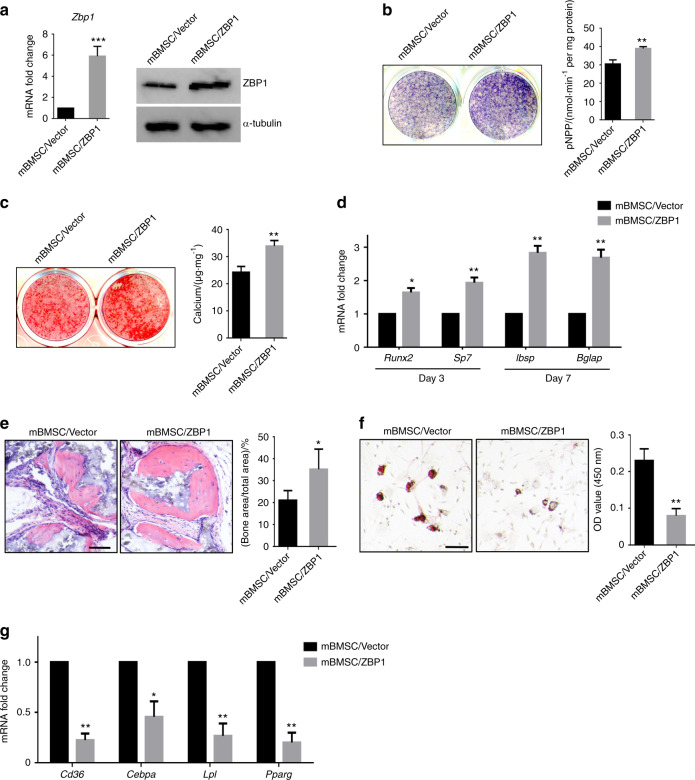
Overexpression of ZBP1 enhances the osteogenic differentiation but inhibits the adipogenic differentiation of mBMSCs. **a** The overexpression of ZBP1 was determined by RT-qPCR and western blot analysis. **b** ALP activity assays of ZBP1-overexpressing mBMSCs and control cells after 7 days of osteogenic induction. **c** ARS staining of ZBP1-overexpressing mBMSCs and control cells after 2 weeks of osteogenic stimulation. **d** RT-qPCR analysis of osteogenesis-related genes (*Runx2*, *sp7, Ibsp*, and *Bglap*) in ZBP1-overexpressing mBMSCs and control cells. **e** H&E staining of transplant sections generated from ZBP1-overexpressing mBMSCs and control cells in HA/TCP scaffolds. Bar, 60 μm. *n* = 6. **f** Oil Red O staining of ZBP1-overexpressing mBMSCs and control cells after 3 weeks of adipogenic stimulation. Bar, 100 μm. **g** RT-qPCR analysis of adipogenic markers (*CD36, Cebpa, Lpl*, and *Pparg*) in ZBP1-overexpressing mBMSCs and control cells after 7 days of adipogenic induction. *P < 0.05; **P < 0.01; ***P < 0.001

### Overexpression of ZBP1 enhances the osteogenesis while inhibiting the adipogenesis of hMSCs

Unlike mBMSCs, hMSCs express ZBP1 at an extremely low level. Thus, we decided to infect hMSCs with lentiviruses expressing human ZBP1 (Fig. 4a). As revealed by ALP activity assays and Alizarin Red S (ARS) staining, the overexpression of ZBP1 significantly increased the ALP activity and ECM mineralization of hMSCs (Fig. 4b, c). The expression levels of osteogenic markers, including *RUNX2*, *SP7*, *collagen type 1 alpha 1* and *secreted phosphoprotein 1* was also increased in ZBP1-overexpressing hMSCs (Fig. 4d). In contrast, we found that the overexpression of ZBP1 in hMSCs inhibited lipid droplet formation and the expression of adipogenic markers after several days of adipogenic induction (Fig. 4e, f).

**Fig. 4:**
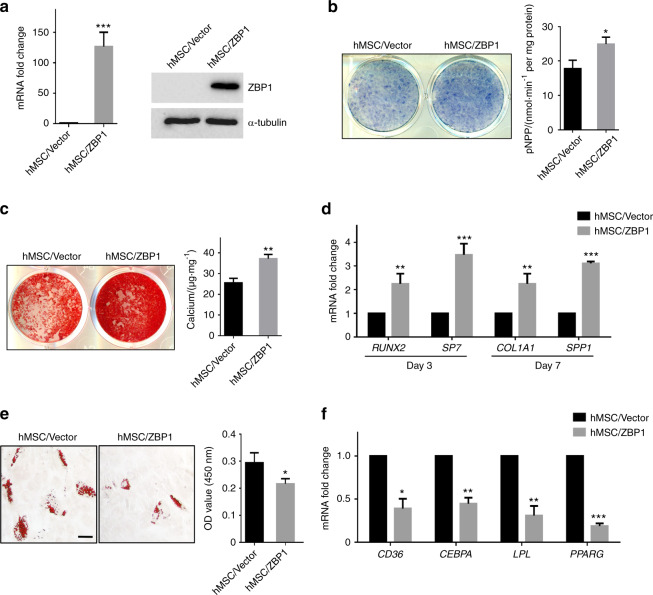
Overexpression of ZBP1 enhances the osteogenic differentiation but inhibits the adipogenic differentiation of hMSCs. **a** The overexpression of ZBP1 was determined by RT-qPCR and western blot analysis in hMSCs. **b** ALP activity assays of ZBP1-overexpressing hMSCs and control cells after 7 days of osteogenic induction. **c** ARS staining of ZBP1-overexpressing hMSCs and control cells after 3 weeks of osteogenic induction. **d** RT-qPCR analysis of osteogenic markers (*RUNX2*, *SP7, COL1A1*, and *SPP1*) in ZBP1-overexpressing hMSCs and control cells. **e** Oil Red O staining of ZBP1-overexpressing hMSCs and control cells after 4 weeks of adipogenic induction. Bar, 100 μm. **f** RT-qPCR analysis of adipogenic markers (*CD36, CEBPA, LPL*, and *PPARG*) in ZBP1-overexpressing hMSCs and control cells after 7 days of adipogenic induction. *P < 0.05; **P < 0.01; ***P < 0.001

### Restoring the expression of ZBP1 rescues the osteogenic potential of ZBP1-depleted mBMSCs

To further confirm the specific effects of ZBP1 on the osteogenesis of MSCs, we reintroduced ZBP1 expression in mBMSCs that harbored a ZBP1 shRNA targeting the 5′ untranslated region of *Zbp1* mRNA (Fig. 5a). When mBMSC/shZBP1/ZBP1 cells were treated with osteogenic stimuli, ALP activity, and ECM mineralization were successfully rescued compared with the vector control (Fig. 5b, c). In addition, the suppressed the expression of *sp7, Ibsp*, and *Bglap* by ZBP1 depletion was also rescued when ZBP1 expression was restored (Fig. 5d). Collectively, these findings further confirmed that ZBP1 is crucial for the MSC osteogenic differentiation.

**Fig. 5:**
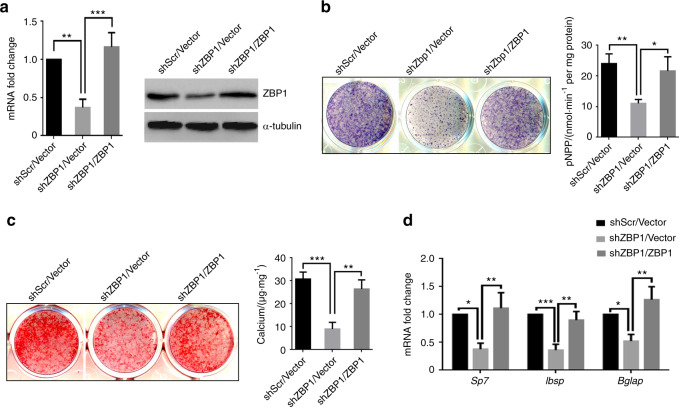
Restoring ZBP1 expression rescues the osteogenic potential of ZBP1-depleted mBMSCs. **a** RT-qPCR and western blot analysis of the restoration of ZBP1 in ZBP-depleted mBMSCs. ALP activity (**b**) and ECM mineralization (**c**) were rescued by restoring ZBP1 expression in ZBP-depleted mBMSCs. **d** The expression of osteogenic markers (*sp7, Ibsp*, and *Bglap*) was rescued by restoring ZBP1 expression in ZBP1-depleted mBMSCs. *P < 0.05; **P < 0.01; ***P < 0.001

### ZBP1 interacts with β-catenin to facilitate its binding to the promoters of *Runx2* and *Sp7*

To reveal the molecular mechanisms by which ZBP1 regulates the lineage specification of mBMSCs, RNA-sequencing (RNA-seq) was performed in ZBP1-depleted mBMSCs using scrambled siRNA (siScr)-transfected mBMSCs as a control. 

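RNA was collected from mBMSCs, bone marrow stromal cells isolated from mice, 72 h after transfection with siScr or with siRNA targeting ZBP1, with 2 samples in each group. The paper states that libraries were prepared with the TruSeq RNA kit, that reads were mapped with Tophat to the mouse genome, and that FPKM values (fragments per kilobase of transcript, scaled to the number of mapped reads) were extracted with HTSeq. The paper's text does not name which of its siRNAs against ZBP1 was used for RNA-seq. The deposited values are the FPKM of 24346 gene symbols in each of the 4 samples, of which 6558 are at 0 in all samples. Numbers of reads are not given. From the spacing of the lowest values of genes with a single annotated transcript, the depth was estimated roughly at 15 and 20 M fragments for the siScr replicates and 11 and 17 M fragments for the siZBP1 replicates, and no counting error was computed from this estimate. The FPKM values of a sample sum to 492166 and 477974 in the siScr replicates and to 483174 and 478815 in the siZBP1 replicates. From these values, the ratio of the group means was computed for each gene, and limma, which fits a linear model to every gene and moderates its variance with that of all genes, was applied to log2(FPKM + 1) for the 11959 genes with a mean FPKM of at least 1 over all samples. P-values were adjusted by the method of Benjamini and Hochberg. With 2 samples against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so that adjusted p-values rest on the variance limma shares between genes. Zbp1 lies on chromosome 2 of GRCm38 from 173206612 to 173218923 on the minus strand. Its expression was 74.0 ± 17.0 FPKM (SD, n = 2) in siScr cells and 11.6 ± 0.101 FPKM (SD, n = 2) in siZBP1 cells, with a limma log2 fold change of -2.56 (standard error 0.16, adjusted p = 0.00322). With each sample left out in turn, this log2 fold change stayed between -2.79 and -2.33, and the limma adjusted p was 0.0618 without siZBP1 replicate 1 and 0.0510 without siZBP1 replicate 2.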

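Among the 16281 genes with a mean FPKM above 0 in both groups, the ratio of the group means was over 1.5-fold lower in siZBP1 cells for 2249 genes and over 1.5-fold higher for 1750 genes. No p-value enters these counts. Adding 1 to the means before the ratio moved them most, to 937 lower and 407 higher, and with a mean FPKM of at least 1 the counts were 1035 and 503. Of the 3999 genes over 1.5-fold, 2461 had a mean FPKM under 1. The values of both groups did not overlap for 96.3% of the genes over 1.5-fold with a mean FPKM of at least 1 and for 62.5% of those under 1. Chance gives 33.3% for 2 samples against 2 only for genes not selected by their change, and selection by the ratio of the means favours separate groups. For comparison, the siScr replicates differed over 1.5-fold from each other in 2222 genes and the siZBP1 replicates in 2183 genes. Among genes with a mean FPKM of at least 1, replicates of a group differed over 1.5-fold in 496 and 325 genes, and a sample of one group differed from a sample of the other in 1434 to 1976 genes. By limma, 1766 genes were lower and 1618 were higher in siZBP1 cells at an adjusted p under 0.05. Of these, 844 and 362 also changed over 1.5-fold by the ratio of the means. Without siZBP1 replicate 1, the limma counts were 48 lower and 22 higher. Without siZBP1 replicate 2 they were 113 and 32, and without siScr replicate 1 they were 938 and 713. The largest limma changes with separate groups were those of small RNA genes listed at 0 in both samples of one group, which are Scarna2, Mir7679, Mir546, Snord89 and Mir7035 for the falls and Snord92, Mir196b, Snora34, Mir1291 and Mir697 for the rises. Snord89, for example, was at 64.6 ± 2.64 FPKM (SD, n = 2) in siScr cells. Small RNA genes with a mean FPKM of at least 1 were at 0 in at least 1 sample in 144 of 184 cases. In a ranking chosen after the values were seen, which leaves out microRNA and small nucleolar RNA genes, the largest falls were those of Panx3, Cnn1, Actg2, Tnn and Npnt, with limma log2 fold changes from -3.69 to -3.01, and the largest rises those of Mmp3, Nrep, Fxyd2, Nt5e and 1700007K13Rik, from 2.02 to 2.92.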

A total of 1548 upregulated genes and 2149 downregulated genes were revealed by comparing the gene expression profiles of these cells. Gene ontology (GO) analysis revealed the downregulated genes were highly associated with ECM organization, Wnt signaling, and osteoblast differentiation (Fig. 6a, Supplementary Table S1).^26^ 

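The annotation behind the gene ontology terms is not part of the deposited data, so lists of genes for the same topics, written before the data were examined, were tested in place of the terms. They were written with the paper and the values of Tables S1 and S2 at hand, which give the direction of many osteogenic and Wnt genes, so their p-values are not independent evidence. Of the other extracellular matrix genes, a list without the collagens, 18 of the 43 with values in both groups were lower by over 1.5-fold, a share of 41.9% against 13.8% of all genes (two-sided Fisher's exact test adjusted over 11 lists, p = 2.21e-05). Of the collagens, 12 of 41 were lower (adjusted p = 0.0156 by the same exact test), of the Wnt ligands and receptors 13 of 32 (adjusted p = 0.000314), and of the osteogenic genes 6 of 7 (adjusted p = 9.38e-05). Of the proliferation genes, 0 of 35 were lower by over 1.5-fold. Genes of a list are not independent of each other. The camera test of limma, which compares a list's changes with those of all tested genes at a preset correlation of 0.01, gave a median log2 fold change of -1.26 for the osteogenic genes (adjusted p = 0.000819), -0.39 for the other extracellular matrix genes (adjusted p = 0.000107), -0.38 for the Wnt ligands and receptors (adjusted p = 0.00333) and -0.26 for the collagens (adjusted p = 0.0127). For the proliferation genes it gave 0.01 (adjusted p = 0.854), with a mean of -0.0045, and this median was -0.33 without siScr replicate 1 and 0.32 without siScr replicate 2. Under limma's fry test, the lists of the collagens and of the Wnt ligands and receptors no longer passed the threshold, and with an estimated correlation no list did. The collagen list also lost it without siScr replicate 1 (adjusted p = 0.319). Of the osteogenic genes, Alpl, Sp7, Ibsp, Col1a1, Bglap and Runx2 were lower and Spp1 was higher. Alpl fell from 200.0 ± 61.3 to 24.3 ± 1.88 FPKM (SD, n = 2 each), and Spp1 rose from 2071 ± 784 to 4549 ± 144 FPKM (SD, n = 2 each). On the scale of log2(FPKM + 1), Col2a1 had the largest fall among the collagens, Timp3 among the other extracellular matrix genes and Wnt10b among the Wnt ligands and receptors. By the ratio of the means, Lum fell more (27.0-fold) than Timp3 (6.10-fold). From the terms of the downregulated genes, the paper reasons that the lower genes are associated with matrix organization, Wnt signaling and osteoblast differentiation.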

Gene set enrichment analysis (GSEA) further confirmed the inhibition of Wnt signaling in ZBP1-depleted mBMSCs (Fig. 6b, Supplementary Table S2).^27^

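The gene set that the paper lists in Table S2 holds 89 genes, of which 65 had a mean FPKM of at least 1 and were tested. Of these, 42 were lower and 23 higher in siZBP1 cells, with a median log2 fold change of -0.08 and a mean of -0.25. The camera test of limma gave p = 0.00698 for the set (n = 65 genes, 2 samples per group). Under limma's fry test p was 0.0247, so that the call held under fry. With an estimated correlation camera gave p = 0.336, and the call did not hold. At that setting even the 34 tested genes of Table S1, listed because they fell, gave a camera p of 0.135. Failing it with 2 samples per group therefore says little about the set. With only genes of a mean FPKM of at least 5, the median was -0.03 and camera gave p = 0.0639 (n = 47 genes). At an adjusted p under 0.05 by limma, 22 genes of the set were lower and 4 higher, and adjusted over the list alone the counts were 24 and 4. The paper's text does not state how the set was compiled, so the count over the list alone may not be independent evidence. With genes ranked by log2 fold change, 100000 permutations of genes gave a normalized enrichment score of -1.78 (permutation p = 0.00137), and 25 genes made up the leading edge. The value stayed between -1.85 and -1.58 over the alternatives set before the data were examined. On the scale of log2(FPKM + 1), the largest falls were those of Wif1, Sfrp1 and Tcf7, of which Wif1 and Sfrp1 encode secreted Wnt antagonists. Wif1 fell from 5.24 ± 1.74 to 0.477 ± 0.355 FPKM (SD, n = 2 each), with a limma log2 fold change of -2.07 (standard error 0.27, adjusted p = 0.0104). Wnt9a had the largest rise, with a log2 fold change of 1.00. The paper takes this enrichment as further evidence that Wnt signaling was inhibited in ZBP1-depleted mBMSCs. Its other evidence, not analysed here, includes Topflash reporter assays, the induction of Axin2 and Ccnd1 by Wnt3a, nuclear β-catenin and β-catenin occupancy at promoters.

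**Figure D1:**
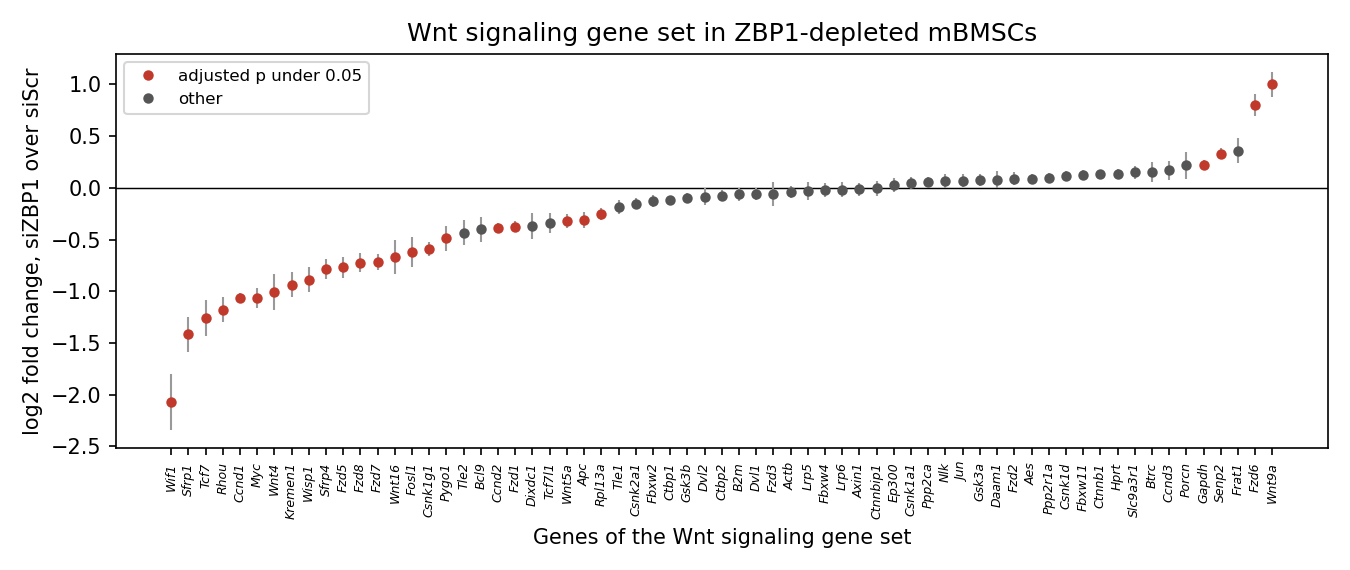
Log2 fold change of siZBP1 over siScr cells for the 65 tested genes of the Wnt signaling gene set, in order, from limma. Bars give the standard error, and red points mark genes with an adjusted p under 0.05. Of the 65 genes, 42 lie below 0 and 23 above.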

**Fig. 6:**
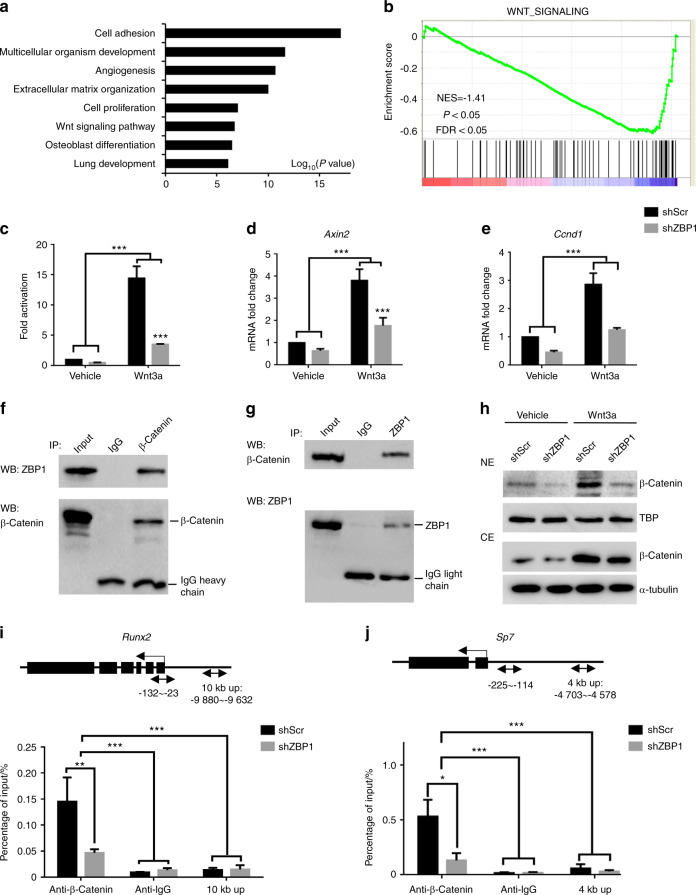
*ZBP1* is required for Wnt/β-catenin signaling. **a** GO analysis of genes downregulated (over 1.5-fold) in ZBP1-depleted mBMSCs. The top 8 ontology terms are shown. **b** GSEA of Wnt signaling-related genes in ZBP1-depleted mBMSCs compared with controls. The normalized enrichment score (NES) = −1.41, *P* < 0.05, and false discovery rate (FDR) < 0.05. **c** Topflash luciferase reporter assays of Wnt signaling activity in ZBP1-depleted mBMSCs and control cells after treatment with 100 ng·mL^−1^ Wnt3a for 24 h. RT-qPCR analysis of the expression of *Axin2* (**d**) and *Ccnd1* (**e**) in ZBP1-depleted mBMSCs and control cells after treatment with 100 ng·mL^−1^ Wnt3a for 4 h. **f**, **g** Endogenous IP reveals the interaction between ZBP1 and β-catenin in mBMSCs treated with Wnt3a (100 ng·mL^−1^) for 2 h. **h** Western blot analysis of the nuclear extract (NE) and cytoplasmic extract (CE) from ZBP1-depleted mBMSCs and control cells treated with 100 ng·mL^−1^ Wnt3a for 2 h. ChIP assay of the occupancy of β-catenin at the promoters of *Runx2* (**i**) and *Sp7* (**j**) in ZBP1-knockdown mBMSCs and control cells after treatment with 100 ng·mL^−1^ Wnt3a for 4 h. Arrows indicate primer annealing sites. *P < 0.05; **P < 0.01; ***P < 0.001

Previous studies have highlighted the essential role of ZBP1 in IFN induction by associating with TBK1 and the transcription factor IRF3.^24^ We found that ZBP1 knockdown suppressed the β-catenin-mediated transcription induced by Wnt3a treatment, as demonstrated by TOPflash luciferase reporter assays (Fig. 6c). Accordingly, the induction of *Axin2* and *Ccnd1* expression by Wnt3a treatment was also reduced in ZBP1-depleted mBMSCs (Fig. 6d, e). To examine the potential interaction between ZBP1 and β-catenin, we next performed immunoprecipitation in ZBP1-overexpressing mBMSCs. As shown in Figs. 6f, g, ZBP1 and β-catenin were coprecipitated with each other. We then obtained nuclear and cytoplasmic extracts of mBMSCs in the presence and absence of Wnt3a treatment and found that the depletion of ZBP1 significantly suppressed the nuclear translocation of β-catenin (Fig. 6h, Supplementary Fig. S2a). β-Catenin is reported to induce osteogenic differentiation through the upregulation of *Runx2* and *Sp7* expression.^17^ 

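Runx2 lies on chromosome 17 of GRCm38 from 44495987 to 44814797, and Sp7 on chromosome 15 from 102356606 to 102367182. By RNA-seq, the expression of Runx2 was 12.7 ± 1.77 FPKM (SD, n = 2) in siScr cells and 6.56 ± 0.487 FPKM (SD, n = 2) in siZBP1 cells, a limma log2 fold change of -0.85 (standard error 0.11, adjusted p = 0.0110). For Sp7, the values were 28.8 ± 8.25 and 3.57 ± 0.347 FPKM (SD, n = 2 each), a limma log2 fold change of -2.68 (standard error 0.20, adjusted p = 0.00401). For both genes, each siZBP1 sample was below each siScr sample. With all samples, no alternative setting took the limma adjusted p of either gene over 0.05. Without a siZBP1 replicate, it was 0.0915 and 0.0890 for Runx2 and 0.0658 and 0.0572 for Sp7. Of the 6 annotated Runx2 transcripts with a 3' UTR that were searched, at least 1 holds there a match of 8 bases to the seed of siZBP1-1. The 3' UTR of Sp7 holds 1 match of 7 bases, to positions 2 to 7 of the antisense strand followed by an A.

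**Figure D2:**
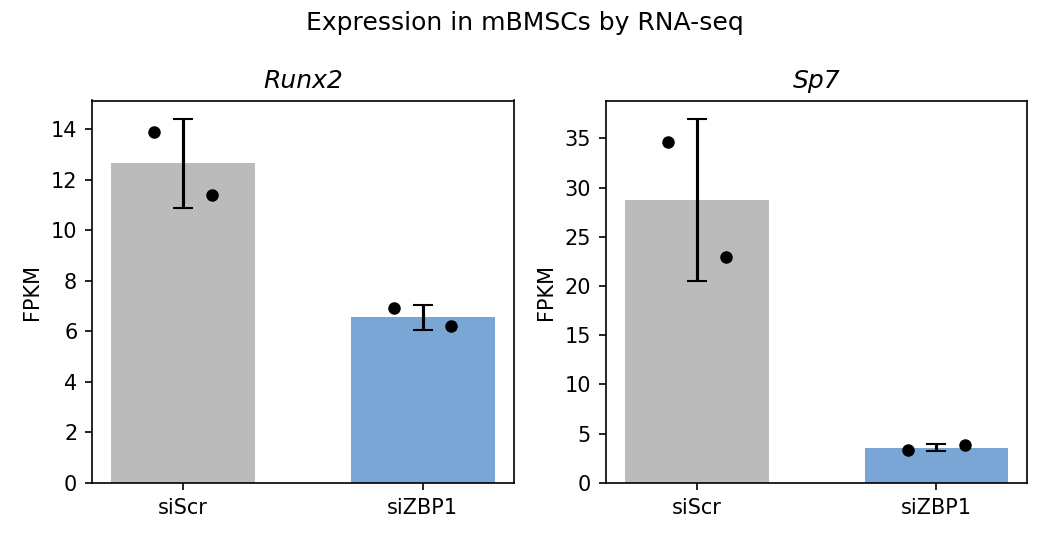
Expression of Runx2 and Sp7 in FPKM in mBMSCs transfected with siScr or siZBP1. Bars give the mean of 2 samples, error bars the SD, and points the samples. Both siZBP1 samples lie below both siScr samples for each gene.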

We confirmed that ZBP1 depletion inhibited the expression of *Runx2* and *Sp7* in mBMSCs (Supplementary Fig. S2b, c). We then designed ChIP primers that encompassed the Wnt/β-catenin response element (WRE) in the promoters of *Runx2* and *Sp7* and found that the occupancy of β-catenin at the promoters of *Runx2* and *Sp7* was significantly reduced by the depletion of ZBP1 (Figs. 6i, j).

### *Zbp1* is a direct target of Wnt/β-catenin signaling

Next, we showed ZBP1 expression was induced by Wnt3a treatment (Figs. 7a, b), while the induction of *Zbp1* was almost abolished by pretreatment with Dickkopf-1 (DKK1), a Wnt antagonist (Fig. 7c). Three putative WREs with the core sequence “CTTTG(A/T)(A/T)” were found within ±2 kb of the transcription start site of the mouse *Zbp1* gene.^28^ ChIP assay revealed β-catenin was recruited to the *Zbp1* promoter in Wnt3a-treated mBMSCs (Fig. 7d). Collectively, the results suggested the existence of positive feedback between ZBP1 and Wnt/β-catenin signaling that enhances osteogenic differentiation at the expense of adipogenic differentiation in MSCs.

**Fig. 7:**
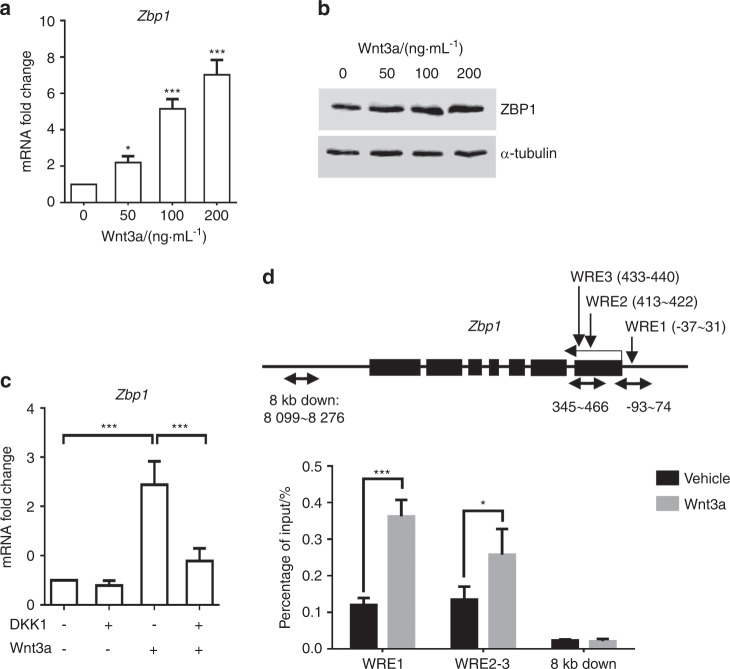
*Zbp1* is a target of Wnt/β-catenin signaling. **a** RT-qPCR analysis of *Zbp1* expression in mBMSCs treated with 100 ng·mL^−1^ Wnt3a for 4 h. **b** Western blot analysis of ZBP1 expression in mBMSCs treated with 100 ng·mL^−1^ Wnt3a for 24 h. **c** RT-qPCR analysis of *Zbp1* expression in mBMSCs that were pretreated with 100 ng·mL^−1^ DKK1 for 2 h followed by 100 ng·mL^−1^ Wnt3a treatment for 2 h. **d** ChIP assay analysis of the occupancy of β-catenin at the promoter of *Zbp1* after treatment with 100 ng·mL^−1^ Wnt3a for 4 h in mBMSCs. Arrows indicate primer annealing sites. WRE, Wnt/β-catenin response element. *P < 0.05; **P < 0.01; ***P < 0.001

## Discussion

Understanding MSC lineage commitment is critical for harnessing MSC differentiation into the required cell types for regenerative medicine.^29,30^ In this study, we found that ZBP1 was expressed in osteoblasts and was dramatically upregulated upon osteogenic stimulation in mBMSCs. In contrast, the expression of ZBP1 in marrow adipocytes was relatively low compared with that in osteoblasts, and ZBP1 was downregulated during the adipogenic differentiation of mBMSCs. Although ZBP1 expression in hMSCs was extremely low, the ectopic overexpression of ZBP1 strongly promoted the osteogenic but inhibited the adipogenic differentiation of hMSCs.

Our results also indicated that ZBP1 and Wnt/β-catenin signaling formed a positive feedback loop that promoted the osteogenesis while inhibiting the adipogenesis of MSCs.

Previous studies on ZBP1 have mainly focused on its structure and function in immune responses.^20,24,31,32^ To our knowledge, this is the first time that ZBP1 has been reported to be involved in the MSC lineage specification. In this study, we found that ZBP1 was also expressed in mBMSCs and their sublineages in addition to lymphatic tissues. Our results also showed that ZBP1 was essential for the osteogenic differentiation but suppressed the adipogenic differentiation of mBMSCs and hMSCs. Interestingly, while ZBP1 was highly expressed in osteoblasts, it was detected in only a small portion of osteocytes at a relatively low level. It is likely that the role of ZBP1 in regulating osteogenesis is more important in the early and middle stages compared with the late stages of osteogenesis. Unlike the pattern observed in osteogenesis, ZBP1 expression was consistently downregulated during mBMSC adipogenesis. Several previous studies have suggested a negative correlation between the osteogenesis and adipogenesis of MSCs.^8,33^ It is very likely that ZBP1 plays a key role in the early fate decision of MSCs.

We further found that *Zbp1* was a target of Wnt/β-catenin signaling and that ZBP1 was required for Wnt/β-catenin signaling. Specifically, β-catenin bound to the *Zbp1* promoter to activate its transcription, and Zbp1 in turn associated with β-catenin to facilitate its nuclear translocation and the expression of its downstream genes. As an important viral DNA sensor in innate immune responses, ZBP1 has been reported to activate IRF and nuclear factor-kappa B, promoting the production of type-I IFN.^22,34^ This study has further extended the function of ZBP1 to the facilitation of translocation of β-catenin in mBMSCs. As noted above, Wnt/β-catenin signaling may promote MSC lineage specification through multiple mechanisms. Although we focused on the binding of β-catenin to the promoters of *Runx2* and *Sp7* in this study, there might be other factors involved that maintain *Runx2* expression independent of Wnt/β-catenin signaling in untreated mBMSCs.^16,35^ On the other hand, since *Sp7* is a downstream gene of *Runx2*, these results cannot exclude the possibility that ZBP1 depletion may decrease the transcription activity of RUNX2, leading to the downregulation of *Sp7* expression.^36^ More importantly, ZBP1 may serve as a transcription factor or co-factor, since a possible association between transcriptional activity and Z-DNA formation has been suggested.^37–39^

There are several limitations of this study. For example, it has been reported that more than 2000 different transcripts might be generated from the human *ZBP1* gene by alternative splicing and/or the use of distinct 5′ and 3′ ends.^22^ Two variants are expressed from the mouse *Zbp1* gene. 

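In the GENCODE M21 annotation of GRCm38, the mouse Zbp1 gene has 3 annotated transcripts, of which 2 are protein coding, Zbp1-201 with 8 exons and Zbp1-202 with 4. The target of siZBP1-1 lies on chromosome 2 from 173215780 to 173215798, in exon 3, and is coding sequence in both Zbp1-201 and Zbp1-202. The target of siZBP1-2 lies from 173218901 to 173218919, in exon 1, in the 5' UTR of Zbp1-201. Zbp1-202 as annotated starts at 173218910 and does not contain the full target of siZBP1-2. Among 141767 annotated transcripts, both targets match transcripts of Zbp1 alone over their full length of 19 bases. The FPKM values are given per gene and do not separate these transcripts.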

The siRNAs used in this study targeted both variants. However, whether different mRNAs produced by the mouse *Zbp1* gene are also involved in osteogenesis still requires further investigation. In addition, the biological function of Z-DNA is still elusive to us. Interestingly, double-stranded RNA adenosine deaminase 1, another member of the Z-DNA-binding protein family, may act as a cis-element in regulating gene expression in yeast.^40^ We also noticed that ZBP1 was expressed in both nuclei and the cytoplasm. However, additional efforts will be required to explore whether ZBP1 may directly bind to Z-DNA in promoter regions and function as a transcription factor or coactivator.

In conclusion, our findings revealed a positive feedback loop involving ZBP1 and Wnt/β-catenin signaling that promoted the osteogenesis but inhibited the adipogenesis of MSCs, indicating that ZBP1 might be a key regulator of transdifferentiation between bone and fat.

## Materials and methods

### MSC isolation and differentiation

Primary mBMSCs were from the femoral bone marrow of wild-type C57BL/6J mice at 3 months of age as previously described.^41^ The isolated cells were maintained in Dulbecco’s modified Eagle’s medium, containing 15% heat-inactivated fetal bovine serum, 100 U·mL^−1^ of penicillin and 100 µg·mL^−1^ of streptomycin sulfate for 3 days (all from Invitrogen). The nonadherent hematopoietic cells were then removed by vigorous washing with phosphate-buffered saline (PBS) three times. The growing colonies were collected by trypsinization after 2 weeks for further passaging and differentiation. The in vivo and in vitro animal procedures were approved by the Committee for the Care and Use of Laboratory Animals of the State Key Laboratory of Oral Diseases, West China Hospital of Stomatology, Sichuan University.

hMSCs were purchased from the ATCC and were maintained in Dulbecco’s modified Eagle’s medium supplemented with 15% FBS plus 100 U·mL^−1^ penicillin and 100 µg·mL^−1^ streptomycin sulfate (all from Invitrogen).

### Induction of osteogenesis and characterization of osteogenic phenotypes

A total of 1 × 10^5^ cells per well were seeded into 12-well plates and cultured in osteogenic induction medium, which is consisted of 90% α-MEM (Invitrogen) supplemented with 10% FBS (Invitrogen), 100 μmol·L^−1^ vitamin C (Sigma-Aldrich), 10 nmol·L^−1^ dexamethasone (Sigma-Aldrich), and 10 mmol·L^−1^ β-glycerophosphate (Sigma-Aldrich).

After several days of osteogenic stimulation, ALP staining, ALP activity assay, and ARS staining was carried out as previously described.^29^

### Induction of adipogenesis and characterization of adipogenic phenotypes

At 95%–100% cell confluence, the cells were treated with adipogenic induction medium, and Oil Red O staining was carried out after 2–4 weeks of stimulation to measure the formation of lipid droplets in the cells using a kit from Diagnostic Biosystems.^42^

### Immunohistochemistry (IHC)

Femurs from 3-month-old mice were collected and fixed with 10% neutral buffered formalin (Fisher) for 48 h. After decalcification with a 10% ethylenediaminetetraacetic acid solution (pH = 7.4) for 2 weeks, paraffin sections were obtained, and the specimens were then dewaxed with xylene twice and rehydrated through a gradient from ethanol to PBS. Immunostaining was performed using an IHC kit (Gene Tech) according to the manufacturers’ instructions. A rabbit polyclonal anti-ZBP1 antibody (Invitrogen) was used to detect the expression of ZBP1 in bone marrow and trabecular bones. The semiquantitative quantification of immunostaining intensities (0, negative; 1, weak staining; 2, moderate staining; 3, intense staining) was independently carried out by two pathologists as previously reported.^43,44^

### 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay

A total of 3 × 10^3^ cells were seeded into each well of 96-well plates in at least triplicate and cultured until the indicated time points posttransfection with siRNAs. Overall, 10 µL of MTT (Sigma-Aldrich) at a concentration of 5 mg·mL^−1^ was added, followed by incubation for additional 3 h. The medium was then replaced with dimethyl sulfoxide, and the optical absorbance was read at 570 nm.

### Reverse transcription-quantitative PCR (RT-qPCR)

RNA was isolated using the TRIzol reagent (Invitrogen). For each sample, complementary DNA was generated from 1 to 2 µg of total RNA using PrimeScript RT Reagent Kit (TAKARA BIO). Please refer to Supplementary Table S3 for the primers used for RT-qPCR.

### Western blotting

The cells were rinsed with cold PBS and lysed in RIPA buffer (Boster Biological Technology, Wuhan, China) for 30 min with constant agitation. A 10–40 μg aliquot of the supernatant from each sample mixed with loading dye was boiled at 95 °C for 4 min and then separated on sodium dodecyl sulfate-polyacrylamide gels at 80–120 V. Western blotting was carried out as previously described.^42^ The primary antibodies used included a rabbit anti-ZBP1 antibody (Invitrogen), a mouse anti-β-catenin antibody (BD Biosciences), a mouse anti-TATA-binding protein TBP antibody (Abcam), and a mouse anti-α-tubulin antibody (Sigma-Aldrich).

### Transfection and viral infection

All the siRNAs used in this study were obtained from Origene Technologies, including a siScr and two siRNAs targeting mouse ZBP1 (siZBP1–1, siZBP1–2). More specifically, siZBP1–1 targeted the open reading frame of *Zbp1* mRNA, and its sequence was “GGGAAUGACGACAGCCAAA”. siZBP1–2 targeted the 5′ untranslated region (UTR) of *Zbp1* mRNA, and its sequence was “GGGUAUUUGUUUCCGGGAU”. Transfection with the siRNAs was conducted by using Lipofectamine RNAiMAX reagent (Invitrogen). For the long-term knockdown of ZBP1 and rescue experiments, lentiviruses expressing ZBP1 shRNA (shZBP1) were generated by Fulengen Inc. (Guangzhou, China). For the ectopic overexpression of ZBP1, lentivirus particles expressing mouse ZBP1 and human ZBP1 were obtained from OriGene Technologies. mBMSCs and hMSCs were infected and then selected with 1 μg·mL^−1^ puromycin for 72 h.

### Luciferase assay

mBMSCs were seeded into 12-well plates and infected with lentiviruses carrying TOPflash luciferase reporters. After treatment with Wnt3a at 100 ng·mL^−1^ for 1 day, luciferase activity was assessed using Luc-Screen kits (Tropix) as previously described.^45^

### Immunoprecipitation (IP) assay

Protein was isolated from ZBP1-overexpressing mBMSCs. Aliquots of 50–100 μg of protein were incubated with 1 µg of antibodies overnight at 4 °C with gentle rotation. The antigen-antibody complex was then precipitated with Dynabeads Protein A/G (Thermo). The beads carrying the antigen-antibody complexes were washed at least three times to remove nonspecific binding and were then subjected to western blotting. The antibodies used for the IP experiments were as follows: mouse monoclonal anti-β-catenin (BD Biosciences), polyclonal anti-mouse normal IgG (Millipore), rabbit polyclonal anti-ZBP1 (LifeSpan BioSciences), and polyclonal anti-rabbit normal IgG (Cell Signaling Technology).

### ChIP assay

ChIP experiments were carried out according to the manufacturer’s protocol (Zymo Research, USA). More specifically, cells were collected and crosslinked with 1% formaldehyde for 15 min with gentle rotation. Nuclei were then extracted using Nuclei Prep buffer. The isolated nuclei were sheared via 3–5 cycles of sonication. After centrifugation, the supernatant containing the sheared chromatin was incubated with the antibodies overnight at 4 °C under rotation. ZymoMag Protein A4 beads were added to the reaction. Finally, the precipitated DNA was eluted from the beads and purified for quantification by qPCR. The amount of ChIP-ed DNA was normalized to the input DNA of each sample. The following antibodies were used: mouse monoclonal anti-β-catenin (BD Biosciences, 1:200) and anti-mouse IgG (Millipore, 1:500). The primers used in ChIP assay are also shown in Supplementary Table S3.

### Transplantation in nude mice

mBMSCs (1 × 10^6^) expressing shZBP1 and shScr were incubated with 40 mg of HA/TCP scaffolds at 37 °C for 6 h and then subcutaneously transplanted into female nude mice (*n* = 6).^46^ The transplants were collected at 6 weeks post transplantation. At least three fields of each H&E-stained sample were randomly chosen (Olympus), and the area of bone tissue versus the total area was measured using SPOT 4.0 software.

### RNA-seq

RNA was collected from duplicated mBMSCs transfected with siScrs and siRNAs targeting ZBP1 at 72 h posttransfection. RNA-seq libraries were prepared using the Illumina TruSeq RNA Sample Preparation Kit. All the sequenced reads were mapped to the NCBI build 10 mm genome using Tophat v2.0.12, and fragments per kilobase of transcript per million mapped reads (FPKM) expression values were extracted using HTSeq. GSEA and GO analysis were performed to identify the genes that were downregulated by 1.5-fold in ZBP1-depleted mBMSCs.^26,27^ The accession number is NCBI GEO: GSE117334.

### Statistical analysis

Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001. Student’s *t* test was used for single comparisons; one-way analysis of variance (ANOVA) and two-way ANOVA was performed for multiple comparisons. The chi-square test was performed to examine the significant differences between the immunostaining intensities of different cell types in the mouse femur.

## Supplementary information

Supplementary materials

Figure S1

Figure S2

## Data Availability

All the data is included in the published files.

## References

[1] Nombela-Arrieta C, Ritz J, Silberstein LE (2011). The elusive nature and function of mesenchymal stem cells. Mol. Cell Biol..

[2] Koc ON (1999). Bone marrow-derived mesenchymal stem cells remain host-derived despite successful hematopoietic engraftment after allogeneic transplantation in patients with lysosomal and peroxisomal storage diseases. Exp. Hematol..

[3] Lee OK (2004). Isolation of multipotent mesenchymal stem cells from umbilical cord blood. Blood.

[4] Lee RH (2004). Characterization and expression analysis of mesenchymal stem cells from human bone marrow and adipose tissue. Cell Physiol. Biochem..

[5] Kim N, Cho SG (2013). Clinical applications of mesenchymal stem cells. Korean J. Intern. Med..

[6] Wang S, Qu X, Zhao RC (2012). Clinical applications of mesenchymal stem cells. J. Hematol. Oncol..

[7] Neve A, Corrado A, Cantatore FP (2011). Osteoblast physiology in normal and pathological conditions. Cell Tissue Res..

[8] Deng P, Chen Q-M, Hong C, Wang C-Y (2015). Histone methyltransferases and demethylases: regulators in balancing osteogenic and adipogenic differentiation of mesenchymal stem cells. Int. J. Oral. Sci..

[9] Liu W (2016). GDF11 decreases bone mass by stimulating osteoclastogenesis and inhibiting osteoblast differentiation. Nat. Commun..

[10] Krishnan V, Bryant HU, MacDougald OA (2006). Regulation of bone mass by Wnt signaling. J. Clin. Investig..

[11] Hay E (2005). Interaction between LRP5 and Frat1 mediates the activation of the wnt canonical pathway. J. Biol. Chem..

[12] Levy L., Wei Y., Labalette C., Wu Y., Renard C.-A., Buendia M. A., Neuveut C. (2004). Acetylation of  -Catenin by p300 Regulates  -Catenin-Tcf4 Interaction. Molecular and Cellular Biology.

[13] Bennett CN (2005). Regulation of osteoblastogenesis and bone mass by Wnt10b. Proc. Natl Acad. Sci. USA.

[14] Jackson A (2005). Gene array analysis of Wnt-regulated genes in C3H10T1/2 cells. Bone.

[15] Gaur T (2005). Canonical WNT signaling promotes osteogenesis by directly stimulating Runx2 gene expression. J. Biol. Chem..

[16] Rodríguez-Carballo E (2011). Conserved regulatory motifs in osteogenic gene promoters integrate cooperative effects of canonical Wnt and BMP pathways. J. Bone Miner. Res..

[17] Liu B, Wu S, Han L, Zhang C (2015). beta-catenin signaling induces the osteoblastogenic differentiation of human pre-osteoblastic and bone marrow stromal cells mainly through the upregulation of osterix expression. Int. J. Mol. Med..

[18] Ross SE (2000). Inhibition of adipogenesis by Wnt signaling. Science.

[19] Day TF, Guo X, Garrett-Beal L, Yang Y (2005). Wnt/beta-catenin signaling in mesenchymal progenitors controls osteoblast and chondrocyte differentiation during vertebrate skeletogenesis. Dev. Cell.

[20] Schwartz T, Behlke J, Lowenhaupt K, Heinemann U, Rich A (2001). Structure of the DLM-1–Z-DNA complex reveals a conserved family of Z-DNA-binding proteins. Nat. Struct. Biol..

[21] Fu Y (1999). Cloning of DLM-1, a novel gene that is up-regulated in activated macrophages, using RNA differential display. Gene.

[22] Rothenburg S, Schwartz T, Koch-Nolte F, Haag F (2002). Complex regulation of the human gene for the Z-DNA binding protein DLM-1. Nucleic Acids Res..

[23] Yue F (2014). A comparative encyclopedia of DNA elements in the mouse genome. Nature.

[24] Takaoka A (2007). DAI (DLM-1/ZBP1) is a cytosolic DNA sensor and an activator of innate immune response. Nature.

[25] Kesavardhana S (2017). ZBP1/DAI ubiquitination and sensing of influenza vRNPs activate programmed cell death. J. Exp. Med.

[26] Huang DW, Sherman BT, Lempicki RA (2008). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[27] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[28] Mathelier A (2016). JASPAR 2016: a major expansion and update of the open-access database of transcription factor binding profiles. Nucleic Acids Res..

[29] Zhao X (2016). Cysteine dioxygenase type 1 inhibits osteogenesis by regulating Wnt signaling in primary mouse bone marrow stromal cells. Sci. Rep..

[30] Bianco P (2013). The meaning, the sense and the significance: translating the science of mesenchymal stem cells into medicine. Nat. Med..

[31] DeFilippis VR, Alvarado D, Sali T, Rothenburg S, Früh K (2010). Human cytomegalovirus induces the interferon response via the DNA sensor ZBP1. J. Virol..

[32] Kuriakose T, Kanneganti T-D (2018). ZBP1: innate sensor regulating cell death and inflammation. Trends Immunol..

[33] Beresford JN, Bennett JH, Devlin C, Leboy PS, Owen ME (1992). Evidence for an inverse relationship between the differentiation of adipocytic and osteogenic cells in rat marrow stromal cell cultures. J. Cell Sci..

[34] Rebsamen M (2009). DAI/ZBP1 recruits RIP1 and RIP3 through RIP homotypic interaction motifs to activate NF-kappaB. EMBO Rep..

[35] Jonason JH, Xiao G, Zhang M, Xing L, Chen D (2009). Post-translational regulation of Runx2 in bone and cartilage. J. Dent. Res..

[36] Nakashima K (2002). The novel zinc finger-containing transcription factor osterix is required for osteoblast differentiation and bone formation. Cell.

[37] Wölfl S, Wittig B, Dorbic T, Rich A (1997). Identification of processes that influence negative supercoiling in the human c-myc gene. Biochim. Biophys. Acta, Gene Struct. Expr..

[38] Wittig B, Wölfl S, Dorbic T, Vahrson W, Rich A (1992). Transcription of human c-myc in permeabilized nuclei is associated with formation of Z-DNA in three discrete regions of the gene. EMBO J..

[39] Wölfl S, Martinez C, Rich A, Majzoub JA (1996). Transcription of the human corticotropin-releasing hormone gene in NPLC cells is correlated with Z-DNA formation. Proc. Nat. Acad. Sci. USA.

[40] Oh DB, Kim YG, Rich A (2002). Z-DNA-binding proteins can act as potent effectors of gene expression in vivo. Proc. Nat. Acad. Sci. USA.

[41] Soleimani M, Nadri S (2009). A protocol for isolation and culture of mesenchymal stem cells from mouse bone marrow. Nat. Protoc..

[42] Deng P (2015). Cysteine dioxygenase type 1 promotes adipogenesis via interaction with peroxisome proliferator-activated receptor gamma. Biochem. Biophys. Res. Commun..

[43] Detre S, Saclani Jotti G, Dowsett M (1995). A “quickscore” method for immunohistochemical semiquantitation: validation for oestrogen receptor in breast carcinomas. J. Clin. Pathol..

[44] Deng P (2018). AFF4 promotes tumorigenesis and tumor-initiation capacity of head and neck squamous cell carcinoma cells by regulating SOX2. Carcinogenesis.

[45] Li J (2017). KDM3 epigenetically controls tumorigenic potentials of human colorectal cancer stem cells through Wnt/β-catenin signalling. Nat. Commun..

[46] Deng P, Zhou C, Alvarez R, Hong C, Wang CY (2016). Inhibition of IKK/NF-kappaB signaling enhances differentiation of mesenchymal stromal cells from human embryonic stem cells. Stem Cell Rep..

# Supplementary material for: ZBP1 (DAI/DLM-1) promotes osteogenic differentiation while inhibiting adipogenic differentiation in mesenchymal stem cells through a positive feedback loop of Wnt/β-catenin signaling
**Source:** Bone Res. 2020 Mar 5;8:12. doi: 10.1038/s41413-020-0085-4
**Supplement:** Supplementary file 1 — Supplementary materials

**ZBP1 (DAI/DLM-1) promotes osteogenic but inhibits adipogenic differentiation of mesenchymal stem cells through a positive feedback loop of Wnt/β-Catenin signaling**

Running Title: *ZBP1 regulates MSC osteo- and adipo-genesis*

Xuefeng Zhao^1,2^, Liang Xie^1^, Zhiyong Wang^1^, Jiongke Wang^1^, Hao Xu^1^, Xianglong Han^1^, Ding Bai^1,2*^, Peng Deng^1*^

List of supplementary information:

1. Supplementary Table S1, related Fig. 6a
2. Supplementary Table S2, related Fig. 6b
3. Supplementary Table S3, related to all qPCR experiments.
4. Fig. S1, related to Fig. 1
5. Fig. S2, related to Fig. 6

Supplementary Table S1. Down-regulated Wnt signaling-related genes in ZBP1-depleted mBMSCs, compared to scrambled siRNA-transfected mBMSCs. Related to Fig. 6a.

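For all 44 genes of Table S1, the group means computed from the deposited replicates match the table's means within 0.001 FPKM. All 44 were lower by over 1.5-fold in siZBP1 cells, which is the criterion by which they were listed. For 43 of them the values of both groups did not overlap, which selection by fold change favours (chance gives 33.3% for genes not so selected). The mean FPKM over all samples was under 1 for 10 genes, which limma did not test. Of the 34 genes tested, 27 had a limma adjusted p under 0.05, with a median log2 fold change of -0.80. Of the 44 genes, 14 belong to a list of Wnt antagonists, such as Sfrp2, which fell from 18.1 ± 5.31 to 1.72 ± 0.654 FPKM (SD, n = 2 each). Wnt10b, Lrp4, Rspo2 and Ryk were also lower. Axin2 was at 1.70 ± 0.172 and 1.13 ± 0.0809 FPKM (SD, n = 2 each), with a limma log2 fold change of -0.34 that did not pass the threshold (adjusted p = 0.110), and Ccnd1 had a limma log2 fold change of -1.07 (adjusted p = 0.00221).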

| GENE SYMBOL | Gene Description | Average FPKM | | Fold Change |
| --- | --- | --- | --- | --- |
|  |  | scramble | siZBP1 |  |
| *Amotl1* | angiomotin-like 1 | 8.642 | 3.356 | 0.388 |
| *Apcdd1* | adenomatosis polyposis coli down-regulated 1 | 3.532 | 2.081 | 0.589 |
| *Axin2* | axin 2 | 1.704 | 1.129 | 0.663 |
| *Ccdc88c* | coiled-coil domain containing 88C | 0.222 | 0.057 | 0.256 |
| *Ccnd1* | cyclin D1 | 107.502 | 50.882 | 0.473 |
| *Ccne1* | cyclin E1 | 6.723 | 4.431 | 0.659 |
| *Csnk1g1* | casein kinase 1, gamma 1 | 9.823 | 6.182 | 0.629 |
| *Ddit3* | DNA-damage inducible transcript 3 | 69.526 | 33.611 | 0.483 |
| *Dixdc1* | DIX domain containing 1 | 1.353 | 0.825 | 0.610 |
| *Dkk3* | dickkopf WNT signaling pathway inhibitor 3 | 191.819 | 117.353 | 0.612 |
| *Draxin* | dorsal inhibitory axon guidance protein | 0.220 | 0.067 | 0.305 |
| *Fermt2* | fermitin family member 2 | 57.342 | 33.433 | 0.583 |
| *Frzb* | frizzled-related protein | 0.618 | 0.348 | 0.563 |
| *Fzd5* | frizzled class receptor 5 | 15.590 | 8.708 | 0.559 |
| *Fzd7* | frizzled class receptor 7 | 11.724 | 6.732 | 0.574 |
| *Fzd8* | frizzled class receptor 8 | 7.371 | 4.066 | 0.552 |
| *Fzd9* | frizzled class receptor 9 | 0.161 | 0.047 | 0.295 |
| *Kremen1* | kringle containing transmembrane protein 1 | 25.529 | 12.785 | 0.501 |
| *Lrp4* | low density lipoprotein receptor-related protein 4 | 12.909 | 4.075 | 0.316 |
| *Myc* | myelocytomatosis oncogene | 21.449 | 9.713 | 0.453 |
| *Nkd1* | naked cuticle 1 homolog | 0.699 | 0.335 | 0.480 |
| *Notum* | notum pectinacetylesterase homolog | 0.222 | 0.026 | 0.116 |
| *Nxn* | nucleoredoxin | 19.975 | 12.282 | 0.615 |
| *Peg12* | paternally expressed 12 | 1.603 | 0.889 | 0.555 |
| *Prkaa1* | protein kinase, AMP-activated, alpha 1 catalytic subunit | 22.616 | 12.359 | 0.546 |
| *Pygo1* | pygopus 1 | 2.033 | 1.158 | 0.570 |
| *Ror2* | receptor tyrosine kinase-like orphan receptor 2 | 4.347 | 2.485 | 0.572 |
| *Rspo2* | R-spondin 2 | 40.471 | 12.995 | 0.321 |
| *Rspo3* | R-spondin 3 | 0.869 | 0.314 | 0.361 |
| *Ryk* | receptor-like tyrosine kinase | 34.812 | 15.636 | 0.449 |
| *Sfrp1* | secreted frizzled-related protein 1 | 7.552 | 2.165 | 0.287 |
| *Sfrp2* | secreted frizzled-related protein 2 | 18.120 | 1.718 | 0.095 |
| *Sfrp4* | secreted frizzled-related protein 4 | 6.318 | 3.236 | 0.512 |
| *Sox17* | SRY (sex determining region Y)-box 17 | 0.099 | 0.024 | 0.245 |
| *Tcf7* | transcription factor 7, T cell specific | 4.863 | 1.473 | 0.303 |
| *Tgfb1i1* | transforming growth factor beta 1 induced transcript 1 | 19.588 | 6.748 | 0.344 |
| *Tle2* | transducin-like enhancer of split 2 | 2.907 | 1.885 | 0.649 |
| *Trabd2b* | TraB domain containing 2B | 0.699 | 0.165 | 0.236 |
| *Wif1* | Wnt inhibitory factor 1 | 5.235 | 0.477 | 0.091 |
| *Wisp1* | WNT1 inducible signaling pathway protein 1 | 82.611 | 43.924 | 0.532 |
| *Wnt10b* | wingless-type MMTV integration site family, member 10B | 6.331 | 1.446 | 0.228 |
| *Wnt11* | wingless-type MMTV integration site family, member 11 | 0.686 | 0.222 | 0.323 |
| *Wnt16* | wingless-type MMTV integration site family, member 16 | 1.631 | 0.640 | 0.392 |
| *Wnt4* | wingless-type MMTV integration site family, member 4 | 2.045 | 0.508 | 0.248 |

Supplementary Table S2. Expression of genes in Wnt signaling gene set used for GSEA analysis. Related to Fig. 6b.

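Table S2 lists the mean FPKM of each group for 89 genes. For all 89 both means match those of the deposited replicates within 0.001 FPKM. In siZBP1 cells 55 of the genes had a lower mean and 29 a higher mean, and 5 were at 0 in both groups. A mean FPKM under 1 over all samples was found for 24 genes. Over 1.5-fold, 23 genes were lower and 5 higher, and 21 genes are also in Table S1. The list includes 5 reference genes, Actb, B2m, Gapdh, Hprt and Rpl13a, of which Rpl13a was lower (limma log2 fold change -0.26, adjusted p = 0.0335) and Gapdh higher (0.22, adjusted p = 0.0241).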

Supplementary Table S3. Primer sequence.

**Supplementary Fig. S1**, related to Fig. 1

Depletion of ZBP1 slightly inhibited proliferation of mBMSCs. **a** MTT cell-proliferation assay of ZBP1-depeleted mBMSCs and control cells at day 0, 1, 4, 7, 10. **b** RT-qPCR analysis and western blot analysis of ZBP1 expression in mBMSCs infected with shZBP1 lentiviruses and scrambled shRNA control.

**Supplementary Fig. S2**, related to Fig. 6

Quantification of Fig. 6h and expression of *Runx2* and *Sp7* upon ZBP1 depletion in mBMSCs. **a** Quantification of three representative western blots of β-catenin in NE and CE of ZBP1-depleted mBMSCs and control cells. **b** Fragments per kilobase of transcript per million (FPKM) mapped reads (FPKM) value of *Runx2* and *Sp7* in ZBP1-depleted mBMSCs and control cells. **c** RT-qPCR analysis of *Runx2* and *Sp7* expression in ZBP1-depleted mBMSCs and control cells.

How the deposited data were processed for this re-analysis (not part of the article)

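RNA-seq was available for 4 samples of mBMSCs, 2 transfected with siScr and 2 with siRNA targeting ZBP1, collected 72 h after transfection. The authors' values are FPKM per gene and sample, made from TruSeq libraries mapped with Tophat and extracted with HTSeq as the methods state, and the group means they deposited equal the means of the replicates. The gene annotation and any filter behind the values are not stated, and the numbers of reads behind them are not given. The spacing of the lowest values of long genes gave relative depths of 1.39 and 1.87 for the siScr replicates and 1.00 and 1.61 for the siZBP1 replicates. This estimate was revised once after a first version had misread the spacing, no counting error was computed from it, and among the tests it enters only that of small RNA genes.

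The ratio of the group means of FPKM was computed for each gene with both means above 0, and genes over 1.5-fold were counted. Limma (version 3.58.1, R 4.3.3) with a variance trend was applied to log2(FPKM + 1) for genes with a mean FPKM of at least 1, with p-values adjusted by Benjamini and Hochberg at 0.05. Gene sets were tested two-sided with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. The lists were the set of Table S2 and 11 lists of marker genes (osteogenic, adipogenic, Wnt antagonists, Wnt ligands and receptors, β-catenin targets, collagens, other extracellular matrix, macrophage, mesenchymal, interferon and proliferation). Normalized enrichment scores came from fgsea (version 1.28.0) with 100000 permutations of genes. Gene models, 3' UTRs and positions came from GENCODE M21 on GRCm38. For each siRNA, transcripts with a 7-base match to the seed of its antisense strand in a 3' UTR of at least 50 bases were compared with the other transcripts among 10667 genes, against 10000 random lists matched on mean FPKM and 3' UTR length, two-sided. Unless stated otherwise, a 7-base match is one to positions 2 to 8 of that strand. The other kind, positions 2 to 7 followed by an A, was the longest match in 820 genes for siZBP1-1. Removals of genes with a 7-base match did not cover that kind. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

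On simulated data with the same number of samples, limma called 195 of 200 genes changed by 1.5 on the log2 scale and 11 of 11759 unchanged genes. Camera called 50 of 50 sets with every gene shifted by -0.3 and 1 of 50 unshifted sets. The simulated noise was independent between genes, so these counts do not cover sets of correlated genes or of mixed changes. On shuffled fold changes, the seed test called 40 of 40 runs with a planted shift and 1 of 40 without.

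Genes are named by a rule fixed before the data were examined, although the values in Tables S1 and S2 had been seen: genes whose expression the paper's text names, the 5 largest falls and the 5 largest rises by limma among genes past the adjusted p, over 1.5-fold and with separate groups, and the 3 genes with the largest change in each list. The ranking of falls and rises kept genes at 0 in one group. The main settings and 45 alternatives were also set before the data were examined. After values had been seen, 13 alternatives were added. A filter that reaches the paper's counts was found by trying filters against those counts. Fits without microRNA and small nucleolar RNA genes were added when those genes headed the ranking. Gene sets without genes with a 6-base seed match were run next, together with the seed test for 6-base matches, and gene sets without genes with a 7-base match were added only after the 6-base version had been seen. Of the tests of explanations, 5 had their prediction written before the result and 14 after it, and the limits that decide each verdict were written with the values in view. For the small RNA genes, a test of ratios between replicates came first and did not meet its prediction, and the count of values of 0 within groups was taken up after that.

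Gene ontology analysis was not repeated, since no ontology annotation was used here, and the promoter sites of Fig. 6 were not examined, since no genome sequence was used here. The other experiments of the paper were not analysed here.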

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

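The seed comparison with its matched lists, the 8-base match, the macrophage list and quantile normalization were planned. The other tests in this part were chosen only after the result was seen. They are the word scan, the order of medians down to 6-base matches, the sense strand, the replicates of a group and the spread within the macrophage list.

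Transcripts with a seed match to siZBP1-1 were lower in siZBP1 cells, a signal that the paper does not report, in genes chosen by their sequence alone, a few of which the paper discusses. The median log2 fold change of the 1131 genes with a 7-base match in the 3' UTR was lower than that of the other 9536 genes, with a difference of -0.13. None of the 10000 matched lists was as low (permutation p = 0.0002, the smallest they can give). Length and expression level of the 3' UTR are argued against by those lists, whose 2.5th percentile was -0.021. Base composition is argued against by a scan of 15322 words of 7 bases after removal of GC content, in which the match ranked 3 with a z of -11.4. The word ranked 1 (z of -13.8) is the other kind of 7-base match to the same seed, and the words ranked 1 and 2 share 6 bases with the match. Differences between libraries of a group are argued against by the replicates. The difference was -0.00093 between the siScr replicates. Between the siZBP1 replicates it was -0.013 (permutation p = 0.142), in the direction of the pattern but far smaller than -0.13. Silencing through the seed may account for the pattern: the median was -0.14 for 8-base matches, -0.11 and -0.08 for the kinds of 7-base match, -0.02 for 6-base matches and 0.03 without a match, and the sense strand gave no such difference. For siZBP1-2 the difference was -0.0006 (permutation p = 0.732). An effect of the lower ZBP1 itself gives no reason of its own for the words of the siRNA to rank so low, and 0.0196% of the words scanned rank as low as the 7-base match, which argues against coincidence. Whether some of these transcripts fall through the lower ZBP1 cannot be told apart, because that would need samples with another siRNA against ZBP1. Of the genes lower by limma that have a 3' UTR, 19.4% hold a 7-base match, against 10.6% of tested genes. The pattern would fit the use of siZBP1-1 in the RNA-seq samples, which the paper's text does not state.

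Macrophage genes were higher in siZBP1 cells, which the paper does not report. The median log2 fold change of the 29 genes was 0.40 (limma camera adjusted p = 5.93e-06), with 25 of 29 higher, and 17 higher and 2 lower at an adjusted p under 0.05. The list includes Mrc1 (42.7 to 102.1 FPKM), Lyz1 (495 to 867 FPKM) and Ccl6 (19.2 to 38.2 FPKM). With an estimated correlation the call was lost (adjusted p = 0.471), a setting that even the genes of Table S1 did not pass (camera p = 0.135). Scaling between libraries is argued against, since after quantile normalization the median was 0.43 and the call held. The genes ranged from -0.28 to 1.25, with an SD of 0.36 against a median standard error of 0.05. This argues against an equal rise of all 29 genes. A higher share of macrophages would raise alike only transcripts that macrophages alone make, which was not tested for the list. The interferon list also spread beyond its standard error (SD 0.31 against a median of 0.07). The spread therefore does not decide on a higher share, which may contribute, alone or together with regulation within macrophages. A response of macrophages to the depletion, or to the siRNA, was not tested.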

How the results depend on the processing

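The alternatives that leave out small RNA genes or genes with a seed match, the seed test for 6-base matches and the filter of 0.05 FPKM were chosen after the result was seen, and all others before.

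Among the 48 named genes past the limma threshold, 455 of 473 values under settings with all samples stayed past it, and 0 values changed sign. With a siZBP1 replicate left out, 28 of 96 values stayed past it, and with a siScr replicate left out 87 of 94 did. Leaving out a sample leaves 1 in its group, which is then assumed to vary like the other group. The limma adjusted p ranged from 0.00156 to 0.0618 for Zbp1, from 0.00526 to 0.0915 for Runx2 and from 0.00224 to 0.0658 for Sp7, with every value over 0.05 from a fit without a siZBP1 replicate: log2 fold changes ranged over the samples left out from -2.79 to -2.33 for Zbp1, from -0.98 to -0.72 for Runx2 and from -2.96 to -2.39 for Sp7. Mki67, not past the threshold with all samples (limma adjusted p = 0.522), changed sign to -0.17 without siScr replicate 1 (limma adjusted p = 0.244), and was 0.80 and past the threshold without siScr replicate 2 (limma adjusted p = 0.0212).

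The limma counts ranged from 48 to 1467 lower and from 22 to 1248 higher with a sample left out, with fewer samples as part of the setting. Also over 1.5-fold, 853 and 369 genes remained, fewer by construction. These are not the overlaps with the 2249 lower and 1750 higher genes, which were counted only with both group means above 0. Of those genes, 844 were also lower and 362 also higher by limma. With a pseudocount of 0.1 there were 1841 lower and 1687 higher genes. After quantile normalization there were 1525 lower and 1814 higher, so that the larger number changed from lower to higher genes. The share of lower genes was then 45.7%, against 52.2% as deposited. The larger number also changed with a mean FPKM of at least 5, with 1533 lower and 1573 higher. Without small RNA genes the counts were 2070 and 1916. With the replicate number as a block (replicate block) they were 1654 and 1465, of which 1548 and 1366 were the same genes, and the deviations of same-numbered samples had a correlation across genes of -0.063, so that the numbers do not pair the samples.

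Genes over 1.5-fold numbered 1035 lower and 503 higher with a mean FPKM of at least 1, and 1252 and 877 at 2-fold, both by construction stricter. With 1 added to the means, which also admits genes at 0 in one group, they numbered 937 and 407. With genes at 0 in one group counted as changed, they numbered 3120 and 2386, the highest of the settings run. With a sample left out they ranged from 2074 to 2395 and from 1570 to 1889. After quantile normalization 1988 were lower and 2120 higher, so that here too the larger number changed, and the share of lower genes was 48.4%, against 56.2% as deposited.

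The Wnt gene set kept its direction under every setting run. It was no longer past the threshold with a mean FPKM of at least 5 (median -0.031, camera p = 0.0639), with an estimated correlation (median -0.075, p = 0.336), and without genes with a 6-base seed match (median -0.026, p = 0.0685, n = 40 genes). Without genes with a 7-base match to positions 2 to 8, which was tried after that, it was past it (median -0.06, p = 0.00682, n = 59 genes). Genes with only the other kind of 7-base match stayed in. Both removals kept only genes of the seed comparison, which holds 64 of the 65 tested genes of the set. With a sample left out the median ranged from -0.10 to -0.06. The normalized enrichment score stayed from -1.85 to -1.58 in the planned settings, and was -1.64 and -1.92 without genes with a 6-base and a 7-base match. The cause was not tested, and no removal of equally many random genes was run.

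Of the lists, the collagens were no longer past the threshold with no filter (median -0.023), at 5 FPKM or more (-0.23) and under fry (-0.26). They also lost it without genes with a 6-base (-0.077) or 7-base (-0.15) match. Those removals kept only genes of the seed comparison, which holds 20 of the 22 tested collagens, and left 12 and 16. With a sample left out, the collagen median ranged from -0.35 to -0.16. Under fry, the Wnt antagonists (-0.55) and the Wnt ligands and receptors (-0.38) were no longer past it. The osteogenic genes were no longer past it without genes with a 6-base match, with 3 of the 6 in the seed comparison left (-2.21). The interferon list ranged from -0.16, past the threshold without siScr replicate 2, to 0.00059 without siScr replicate 1. The proliferation list went from -0.33 without siScr replicate 1 to 0.32 without siScr replicate 2, both past the threshold, and was -0.06 without siZBP1 replicate 2. The cause was not tested.

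For siZBP1-1, the seed difference was past the threshold in every setting run, from -0.15 to -0.05. For siZBP1-2, which was not past it, the sign changed in the coding sequence (0.0021), with a pseudocount of 0.1 (0.0052), and without siZBP1 replicate 1 (0.0054), siScr replicate 1 (0.0176) or siScr replicate 2 (0.0191), and ranged from -0.0045 to 0.0191 with a sample left out. Its largest value was that of the 53 genes with an 8-base match, -0.064, in the direction of silencing and not past the threshold (permutation p = 0.154).

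The depth of the samples is known only from a rough estimate, and no counting error was computed, which leaves open how much of the spread between replicates of lowly expressed genes is counting error.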

Differences from the paper's values

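No test of an explanation is reported in this part, and the filter of 0.05 FPKM was chosen only after the result was seen.

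The paper's normalized enrichment score for the Wnt gene set is -1.41, and the value computed here is -1.78. None of the alternatives set before the data were examined reaches the paper's value, the nearest being -1.58 without the Wnt antagonists and -1.59 without siScr replicate 1, and the others lie between -1.85 and -1.70. The direction is the same. The paper's text does not name the ranking metric or the kind of permutation behind its value.

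The paper's counts of 2149 lower and 1548 higher genes are within 1.5 times the counts computed here, 2249 and 1750. With a mean FPKM of at least 0.05 and genes at 0 in one group counted as changed, a setting chosen after seeing the values by trying filters against the paper's counts, the numbers are 2149 and 1548, and 1995 of these lower genes are also among the 2249. That setting is not stated in the paper.

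The paper states that its siRNAs target both mouse Zbp1 variants. The target of siZBP1-2 lies from 173218901 to 173218919 on chromosome 2 of GRCm38, and Zbp1-202 as annotated in GENCODE M21 starts at 173218910, so that it does not contain the full target, while that of siZBP1-1 lies in both coding transcripts. The paper's text does not name the annotation its variants come from, so other 5' ends are not excluded.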

Other observations

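The tests of noise over all genes, of other groupings, of gene length, of the share of cell types and of seed matches in the Wnt gene set were planned, and those of noise by expression level, GC content, seed matches in Runx2 and Sp7 and the small RNA genes were chosen only after the result was seen.

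Genes over 1.5-fold were weighed against noise. Replicates differed in up to 2222 genes, fewer than the 3585 to 3993 genes between samples of different groups. For genes with a mean FPKM of at least 1, up to 4.19% differed between replicates and 12.1% to 16.7% between groups, which argues against noise. For genes with a mean FPKM under 1, up to 51.6% differed between replicates and 55.6% to 60.3% between groups, so noise may account for most of these. Whether chance can be excluded cannot be said from other groupings, because the 4 samples allow only 3 splits, of which 1, the real one, gave as many genes over 1.5-fold; the other splits gave 2044 and 2001 genes. The limma calls numbered 3384 for the real split and 8 and 3 for the others, and in simulated data limma called 11 of 11759 unchanged genes. The simulated noise was independent between genes, so it does not cover a difference between libraries that many genes share and that falls on the groups by chance.

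Biases by gene length and GC content are argued against for the genes lower by limma. This was tested in a separate limma fit of the 10952 genes with a gene model, which had 2028 lower calls. After removal of each library's trend against length, 99.7% of these calls remained, and after removal of the trend against GC content 99.7% did.

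For the lower Wnt gene set, a change in the share of cell types was considered. What was predicted beforehand for such a change was seen: the mesenchymal list fell (median -0.53, limma camera adjusted p = 5.93e-06) and the macrophage list rose. Within the macrophage list, however, the SD of the log2 fold changes was 0.357 against a median standard error of 0.0541, and within the mesenchymal list 0.999 against 0.107, a comparison made after the result was seen. This argues against an equal change of all genes of a list. It does not decide on a change of shares, since it was not tested whether 1 cell type alone makes the listed transcripts. A change of shares therefore remains open. Seed matches of siZBP1-1 cannot be told apart from other causes for this set. Of its genes with a 3' UTR, 7.81% hold a 7-base match to positions 2 to 8, fewer than the 10.6% of tested genes. This is not what was predicted for that cause. The set lost its camera call without genes with a 6-base match, the version run first, which left 40 genes. No removal of equally many random genes was run, so this loss alone does not point to the matches. The set kept the call without genes with a 7-base match to positions 2 to 8, the version run second. That version left in genes with only the other kind of 7-base match. Without genes with a 6-base match, the normalized enrichment score was -1.64 (permutation p = 0.0105).

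Runx2 and Sp7 were weighed against the same cause. The comparison scored 1 transcript per gene, and its 358 genes with an 8-base match do not include Runx2. The match of Runx2 was found by a search of all its annotated transcripts. Of these 358 genes, 29 (8.10%) fell as far as Runx2, against 184 (2.5%) of 7369 genes without a match (two-sided Fisher's exact test, p = 1.39e-07). Transcripts with such a match thus fell so far more often, but this does not decide it for Runx2 alone, and a contribution of the match could not be excluded. Of 819 other genes with the 7-base kind of match found in Sp7, 0 fell as far as Sp7, and the lowest had a log2 fold change of -2.47, which lies within 2 standard errors of Sp7. Without a match, 6 of 7369 genes fell as far, so these numbers are too few to decide whether the match contributed. Of the other osteogenic genes that fell, Bglap and Col1a1 each hold 1 match of the kind found in Sp7, and Ibsp and Alpl hold none. The paper's RT-qPCR experiments, not analysed here, also bear on this question. It used siRNAs with different targets, and reports higher Runx2 and Sp7 when ZBP1 was overexpressed. It also reports that restoring ZBP1 in depleted cells rescued Sp7, Ibsp and Bglap. Runx2 is not among the genes it names as rescued.

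Small RNA genes were at 0 in one group for 96 of the 184 with a mean FPKM of at least 1. It was first tested whether their values are those of few reads, which would place ratios between replicates on ratios of small whole numbers. Of these ratios, 61.4% lay there, against 70.3% and 58.1% for other genes in the siScr and siZBP1 replicates, so the prediction was not met. Equal values also lie on such ratios at these depths, so the test decides nothing and few reads cannot be told apart from other causes. After that outcome, values of 0 within groups were counted: 69.6% of the small RNA genes were at 0 in 1 replicate and above 0 in the other replicate of a group, against 0.0764% of other genes. That any sample held a 0 for most of these genes was known before the count, so it is a hypothesis only that their changes between groups may reflect values of 0 that come and go between replicates.

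Other lists gave these values. The Wnt antagonists fell (median -0.55, limma camera adjusted p = 0.000678), with Sfrp2 the largest fall on the scale of log2(FPKM + 1), and so did the β-catenin targets (-0.59, adjusted p = 0.000107). The adipogenic genes did not pass the threshold (-0.22, adjusted p = 0.702): Cd36 (-0.77) and Pparg (-0.57) were lower, Lpl (0.25) was higher and Cebpa (0.13) was not past the threshold. The paper states no adipogenic induction for these samples. The interferon genes did not pass it (-0.08, adjusted p = 0.235), with 5 genes lower and 5 higher at an adjusted p under 0.05. The 3 with the largest change, Irf7 (-1.17), Oasl1 (-0.85) and Xaf1 (-0.63), were lower. Irf3, Tbk1 and Ctnnb1 were not past it. The contractile genes Tagln and Acta2 had log2 fold changes of -2.74 and -2.37, and Cxcl12 one of -2.81. The siScr replicates differed from each other in proliferation genes, with 35 of 35 lower in siScr replicate 1 (median difference -0.60), as for Mki67 at 12.8 and 26.0 FPKM. Most other lists leaned the other way. Lower in siScr replicate 1 were 1 of 19 Wnt ligands and receptors (median difference 0.14) and 1 of 15 Wnt antagonists (0.24). So were 3 of 37 interferon genes (0.17) and 5 of 22 collagens (0.25). Of the other lists, only the macrophage genes had a negative median (-0.02), with 22 of 29 lower.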
